A study of Mus musculus with 4 samples. Its data were reported in "The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development" (2024).

How the data were processed

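Whole-genome bisulfite sequencing (WGBS) measured CpG methylation in the brains of 4 mouse embryos at embryonic day 11.5 (E11.5). Bisulfite turns unmethylated cytosines into uracils, which are read as thymines, so the share of reads that keep a cytosine at a CpG gives its methylation level. The embryos were of an inbred 129S6 background that carries a Tet1 knockout allele of C57BL/6 (B6) origin, brought in by repeated backcrossing. Tet1 encodes a dioxygenase that oxidises 5-methylcytosine. Each library came from 1 embryo, either wild type (WT) or Tet1 knockout (KO), whose dam was fed excess FA (30 ppm folic acid) or control FA (3 ppm). Genotype and diet of each library were taken from the labels. There was 1 library per group, so no value has an SD and no difference between groups has a replicate check. The embryo numbers in the titles match entries of the study's sample list for another assay, where both KO embryos have a neural tube defect and both WT embryos are normal. All 4 have different litter numbers, so genotype goes together with phenotype in both diets, and KO and WT of a diet are not littermates.

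Per the study's methods, the authors trimmed the reads with TrimGalore, aligned them with Bismark to the mouse genome GRCm38, removed duplicate reads, extracted the CpG calls and merged both strands of each CpG. The deposited tables give for each CpG the fraction of methylated reads, from 0 to 1, as the authors computed it. They also give the count of reads that covered the CpG, which the authors did not normalise. The product of the deposited fraction and the deposited read count came within 4.37e-11 of a whole number at every CpG, so it was rounded to the count of methylated reads. The lowest read count listed was 2 in each library. Every CpG listed on chromosomes 1 to 19, X and Y, 19901612 in all, lay on a CG of the GRCm38 sequence. Duplicates were removed by the authors, but the reads carry no molecular identifiers, so the intervals given here cover counting error only. A lambda spike-in named in the labels was not used here, and mitochondrial CpGs served as the background for incomplete conversion.

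The authors called differentially methylated regions (DMRs) with DSS between single libraries, kept regions past minimum values of difference, CpG number and length, and deposited the regions as 12 lists for 4 comparisons. These lists hold positions and no difference or test value, so the methylation levels of the DMRs given below were computed from the CpG tables. DSS was not run here. Coordinates are 1-based on GRCm38.

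Levels and tests used autosomal CpGs with at least 5 reads in each of the 4 libraries, 14907672 CpGs. Global methylation was the mean of their levels. For tests across the genome, methylated and unmethylated reads were summed over tiles of 1 kb with at least 3 such CpGs, which gave 1863069 tiles. A read was counted at each CpG it covers, in tiles, DMRs and promoters alike. The counts called reads are therefore not independent between CpGs. The tests and intervals on these counts treat them as independent, so p-values and widths can be too small. Each of the 4 pairs of libraries that differ in 1 factor was compared by Fisher's exact test per tile, two-sided, with Benjamini-Hochberg adjustment. A tile was called hyper or hypo at an adjusted p under 0.05 and a difference of at least 10 percentage points (points below). A test on the reads of 2 libraries compares those libraries, not the conditions, since the variation between embryos does not enter it. A Wald test of the difference between 2 log odds ratios, with 0.5 added to each count, asked whether KO minus WT differed between the diets. limma tested log2((methylated + 1)/(unmethylated + 1)) per tile in all 4 libraries for genotype and for diet, each with the other factor in the model, and for the cross split (KO 30 ppm and WT 3 ppm against the others) with genotype in the model.

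DMRs on autosomes were scored over CpGs with at least 5 reads in all 4 libraries, with at least 3 such CpGs required. KO versus WT DMRs of one diet were scored in the pair of libraries of the other diet, and diet DMRs of one genotype in the other genotype. Those pairs took no part in the calling. For DMRs called in one diet only, the lack of a call in the other pair also decided which DMRs entered the set. The scores were set beside 1000 random sets of windows matched on CpG number and on the methylation level in the libraries scored, made of CpGs no more than 100 bp apart. DMRs of the diets were counted as overlapping at 1 bp or more, and the same random sets gave the overlap by chance. CpG islands were computed from the reference sequence (longer than 200 bp, GC of at least 50%, observed over expected CpG above 0.6), with 2 kb shores and shelves up to 4 kb, since no island annotation was given; this made 16203 islands. Promoters were 1 kb on each side of the start site of the reference annotation, tested by Fisher's exact test with adjustment over all 28 tests. SNP-like CpGs were those at 80% or more in both libraries of one genotype and at 10% or less in both of the other, counted in windows of 1 Mb. An isolated low CpG was at 10% or less in both libraries of a genotype while the nearest measured CpG on each side, up to 500 bp away, was at 70% or more in all 4 libraries. That count was added after the SNP-like CpGs had been seen.

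The genes named were Tet1, Slc46a1, Slc19a1, Folr1, Folr2, Slc10a4 and Slc32a1, which the study names. The DMRs named were the 5 shared hyper DMRs with the largest mean of both KO minus WT differences and, per genotype, the 2 diet DMRs with the largest absolute difference, all with at least 5 CpGs and a mean coverage of at least 10 per CpG in each of the 4 libraries. Groups, tests, this rule and all alternatives but 2 were fixed before the data were examined. The alternatives were a minimum of 10 reads or none, reads weighted equally, X and Y included, thinning of all libraries to the total autosomal reads of the shallowest, differences of at least 20 points, tiles of 500 bp, a z value divided by its robust SD in place of Fisher's test, other scales and pseudocounts in limma, DMRs of at least 5 CpGs, other rules for overlap, stricter islands, DMR midpoints, promoters of 2.5 kb on each side and SNP-like limits of 70% and 20%. Of those added later, 1 centred the z value on its median over all tiles and 1 drew every library down to the lowest of the 4 read counts at each CpG. Thinning left a mean coverage of 14.0 to 14.7 reads per library.

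The tests were checked on simulated reads for 100000 tiles at the depths of the real libraries, with 200 tiles changed by 30 points. Fisher's exact test recovered 54.5% of them for KO versus WT at 30 ppm, with 3 false calls, and 71.0% at 3 ppm, with 8 false calls. The Wald test recovered 29.0% of changes confined to 30 ppm, with 2 false calls. limma for genotype recovered 0 of the 200 tiles, although 99% of them had an unadjusted p under 0.05, so a change of 70 points was simulated in addition. limma recovered all 200 of those, with 7 false calls. A count of 0 from limma for genotype therefore does not exclude changes near 30 points. The simulated reads have counting error but no variation between embryos and no reads shared by CpGs. The false calls do not cover these sources. limma for diet and for the cross split was not simulated. The recovery at 70 points is therefore an upper limit. The Fisher p-values differed from those of scipy by at most 2.6e-12 in 2000 tiles.

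Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1. CpGs on unplaced sequences were left out. Gene ontology terms and reads were not analysed here.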

Results

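The data were 4 WGBS libraries of E11.5 brain, 1 each for KO and WT embryos under excess FA (30 ppm) and under control FA (3 ppm). The design asks what loss of Tet1 changes in CpG methylation at each diet, what excess FA changes in each genotype, and whether both act together. Mean coverage of autosomal CpGs was 13.2 reads in KO at 30 ppm, 14.3 in WT at 30 ppm, 21.2 in KO at 3 ppm and 16.2 in WT at 3 ppm. The pair at 3 ppm was therefore the deeper one and its KO library the deepest. Coverage of X relative to the autosomes lay between 0.536 and 0.557 and Y coverage between 0.381 and 0.500 in all 4 libraries, as in male embryos, the sex given in the study. The methylated share of mitochondrial CpG reads, a measure of incomplete conversion, was 0.914% in KO at 30 ppm, 0.934% in WT at 30 ppm, 0.927% in KO at 3 ppm and 0.938% in WT at 3 ppm.

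The Tet1 gene (chromosome 10, 62804577 to 62899118, minus strand) had a mean CpG coverage of 0.903 of the autosomal mean in KO at 30 ppm, 0.921 in WT at 30 ppm, 0.988 in KO at 3 ppm and 0.946 in WT at 3 ppm. Coverage over the whole gene did not set the KO libraries apart. The study describes the KO allele as a cassette inserted at the first coding ATG, which need not lower coverage. CpG reads do not measure the Tet1 transcript, so the genotype rests on the labels. Methylation over the gene was 86.8% in KO and 83.0% in WT at 30 ppm, and 84.0% in KO and 82.2% in WT at 3 ppm. The promoter of Tet1 was methylated at 91.3% (95% Wilson interval 87.2 to 94.1, 263 reads) in KO and 86.2% (81.9 to 89.6, 305 reads) in WT at 30 ppm, and at 89.1% (86.0 to 91.6, 470 reads) and 90.6% (87.0 to 93.2, 339 reads) at 3 ppm. Neither difference passed Fisher's exact test (adjusted p 0.182 and 0.651). The difference of -1.41 points at 3 ppm moved most with a minimum of 10 reads, to 2.21 points.

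Global CpG methylation was 83.5% in KO and 81.4% in WT at 30 ppm, and 82.8% in KO and 82.1% in WT at 3 ppm. KO exceeded WT by 2.03 points at 30 ppm and by 0.688 points at 3 ppm, on 19 of 19 autosomes in both diets. The difference at 3 ppm moved most with the processing and was 0.143 points with a minimum of 10 reads per CpG, against 1.62 points at 30 ppm. Excess FA went with a higher level in KO, by 0.672 points on 19 of 19 autosomes, and with a lower level in WT, a difference of -0.666 points that was negative on every autosome. Without replicates it is unknown how far 2 embryos of the same group differ. The KO minus WT difference was not even across CpG classes. At 30 ppm it was 2.36 points in CpG islands, 6.24 in shores, 3.21 in shelves and 1.80 at distal CpGs, and at 3 ppm it was 2.45, 5.30, 2.03 and 0.423 points.

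**Figure D1:**
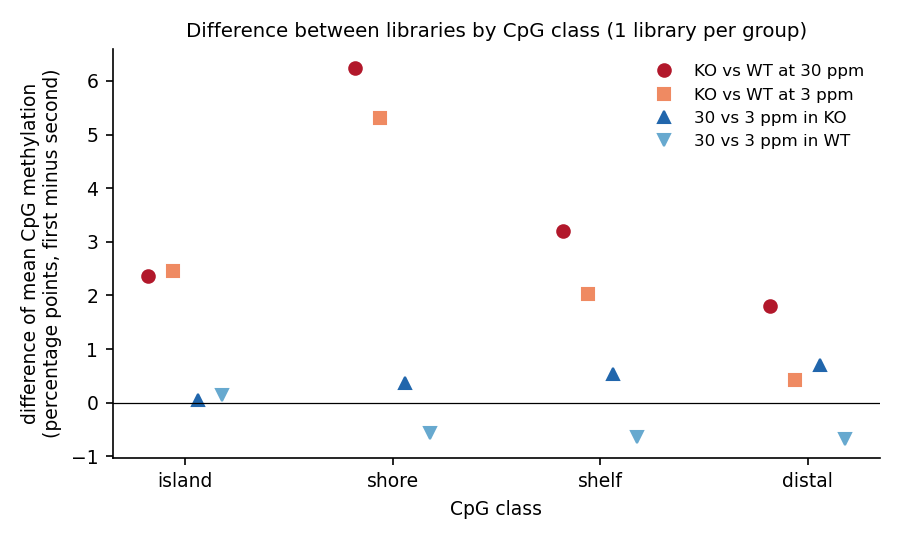
Difference of mean CpG methylation (y axis, percentage points, first library minus second) in CpG islands, shores, shelves and distal CpGs (x axis) for the 4 pairs of libraries; each point is 1 pair, so no error bar is drawn. The KO minus WT difference peaked in shores, at 6.24 points at 30 ppm and 5.30 points at 3 ppm, and the diets differed most at distal CpGs, with 1.80 and 0.423 points.

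Loss of Tet1 was next examined in tiles of 1 kb by Fisher's exact test on reads. Of 1863069 tiles, 21079 were hyper and 908 hypo in KO versus WT at 30 ppm, and 20415 were hyper and 2114 hypo at 3 ppm. Hyper tiles made up 95.9% and 90.6% of the calls. Among the alternatives fixed in advance, the hyper count at 30 ppm moved most with the z value divided by its robust SD, to 7480 (8403 at 3 ppm), and the count at 3 ppm with a minimum of 10 reads, to 8246. With all libraries thinned to the depth of the shallowest, 18465 hyper tiles were called at 30 ppm and 9677 at 3 ppm. Excess FA gave 801 hyper and 472 hypo tiles in KO, and 165 hyper and 710 hypo tiles in WT, so that hyper calls were 62.9% of the total in KO and 18.9% in WT. Of the hyper tiles of the 2 diets, 6830 were the same, where 231 would be shared by chance. The 14249 tiles called at 30 ppm only had a median KO minus WT difference of 5.09 points at 3 ppm, and 77.9% of them were above 0 there, against -0.159 points and 48.5% over all tiles. The 13585 tiles called at 3 ppm only had a median of 8.77 points at 30 ppm, with 88.4% above 0, against 1.23 points and 59.3% over all tiles. At 3 ppm the median tile was thus not higher in KO, unlike the mean over CpGs.

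**Figure D2:**
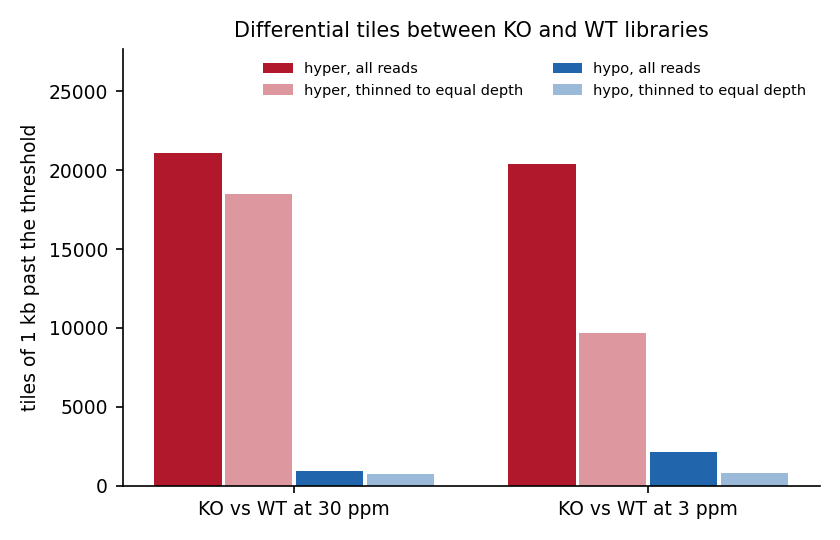
Number of tiles of 1 kb (y axis, starting at 0) called hyper (red) or hypo (blue) between the KO and WT library at 30 ppm and at 3 ppm, with all reads (dark bars) and with all libraries thinned to equal depth (light bars). The hyper counts of 21079 and 20415 with all reads became 18465 and 9677 after thinning.

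The Wald test called 1272 tiles in which KO minus WT differed between the diets, 1000 with a larger difference at 30 ppm and 272 with a larger one at 3 ppm. This number was 570 after thinning, the largest move among its alternatives. limma called 0 tiles for genotype, 0 for diet and 0 for the cross split at an adjusted p under 0.05. Its spread for genotype and diet is what both leave unexplained in the 4 libraries. For the cross split it contains the diet effect, which weakens that 0. At an unadjusted p under 0.05 limma had 144436 tiles (7.75%) for genotype, 91172 (4.89%) for diet and 104510 (5.61%) for the cross split. The count of 0 held with another pseudocount, with a minimum of 10 reads and on the fraction scale, where the smallest adjusted p for genotype in limma was 0.0519.

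The authors' deposited tables listed 4436 hyper and 54 hypo DMRs for KO versus WT at 30 ppm, and 4437 hyper and 57 hypo DMRs at 3 ppm. The authors' deposited tables for excess against control FA listed 139 hyper and 77 hypo DMRs in KO, and 79 hyper and 65 hypo DMRs in WT. Hyper DMRs made up 98.8% and 98.7% of the authors' deposited tables for KO versus WT, and 64.4% in KO and 54.9% in WT of those for diet. A minimum of 5 CpGs with 5 reads moved these counts most and left 2876 and 2874 hyper DMRs for KO versus WT, and 48 in KO and 27 in WT for diet. The coverage behind the DMRs differed. In their own pair of libraries, 19.98% of the hyper DMRs for KO versus WT at 30 ppm and 7.02% of those at 3 ppm had fewer than 3 CpGs with 5 reads, against 69.0% and 76.0% of the hypo DMRs, and 42.6% of the hyper DMRs for diet in KO and 51.4% in WT. At the hyper DMRs that could be scored, the median level was 70.4% in KO and 27.7% in WT at 30 ppm, and 68.3% and 27.3% at 3 ppm.

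To ask whether the diets shared their KO hyper DMRs, the authors' deposited tables were overlapped. Of the hyper DMRs at 30 ppm, 1976 (44.5%, Wilson interval 43.1 to 46.0) overlapped one at 3 ppm, and of those at 3 ppm, 1954 (44.0%, 42.6 to 45.5) overlapped one at 30 ppm. Random windows overlapped in 0.842% and 0.897% of cases. With 50% of each region required, the shares were 29.9% in both directions, the largest move among the overlap rules. The remaining 2460 DMRs at 30 ppm and 2483 at 3 ppm were called in one diet only.

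The DMRs called in one diet only were then scored in the pair of libraries of the other diet. In 1741 scored hyper DMRs called at 30 ppm only, the median KO minus WT difference at 3 ppm was 19.1 points, and 93.2% (Wilson interval 91.9 to 94.3) were above 0. Matched random sets had a median of 6.27 points and at most 7.26. In 1713 hyper DMRs called at 3 ppm only, the median difference at 30 ppm was 22.8 points, and 97.4% (96.5 to 98.0) were above 0, against 8.79 points and at most 9.93 in random sets. The first of these medians moved most under the overlap rule of 50%, to 22.3 points. By Fisher's exact test on their reads, adjusted over the DMRs, 1116 (64.1%) and 1177 (68.7%) of these DMRs were also higher in KO in the other diet. The Wald test called a difference between the diets in 656 (37.7%) of those at 30 ppm only and in 209 (12.2%) of those at 3 ppm only. These last counts are inflated, since the DMRs were selected as called in one diet and not called in the other. The few hypo DMRs could be scored in 11 cases at 30 ppm, with a median of -3.91 points at 3 ppm. Matched random sets had a median of 3.75 points there, and 1 of 1000 was as low. In 8 cases at 3 ppm the median was 9.04 points at 30 ppm, against 7.03 points in random sets (334 as high). The -3.91 points changed sign to 4.82 points after thinning (662 random sets as low). They were -4.65 points with no coverage minimum (17 DMRs, 0 as low) and -2.42 points as the mean over CpGs (5 as low). With a minimum of 10 reads they were -10.8 points (3 DMRs, 5 as low).

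Diet DMRs of one genotype were scored in the other genotype in the same way. In 60 DMRs hyper by 30 ppm in KO, the median 30 minus 3 ppm difference in WT was -2.80 points and 40.0% (28.6 to 52.6) were above 0. In 32 DMRs hyper by 30 ppm in WT, the median in KO was 2.45 points and 59.4% (42.3 to 74.5) were above 0. Of 1000 random sets, 950 and 85 had a median as high. The DMRs hypo by 30 ppm had a median of -5.15 points in WT for the 23 called in KO, where 27 random sets were as low, and 3.28 points in KO for the 28 called in WT, where 956 were as low and 44 as high. The -5.15 points were not stable. They became -0.328 points after thinning (18 DMRs, 633 random sets as low), 0 points with no coverage minimum (34 DMRs, 754 as low) and 0.285 points with a minimum of 10 reads (2 DMRs), but -6.05 points as the mean over CpGs (3 as low). The 3.28 points went against the direction in WT and grew to 6.86 points after thinning (0 random sets as high), 5.57 points with a minimum of 10 reads (2 as high) and 3.93 points as the mean over CpGs (6 as high), with 3.08 points and 35 as high with no coverage minimum.

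**Figure D3:**
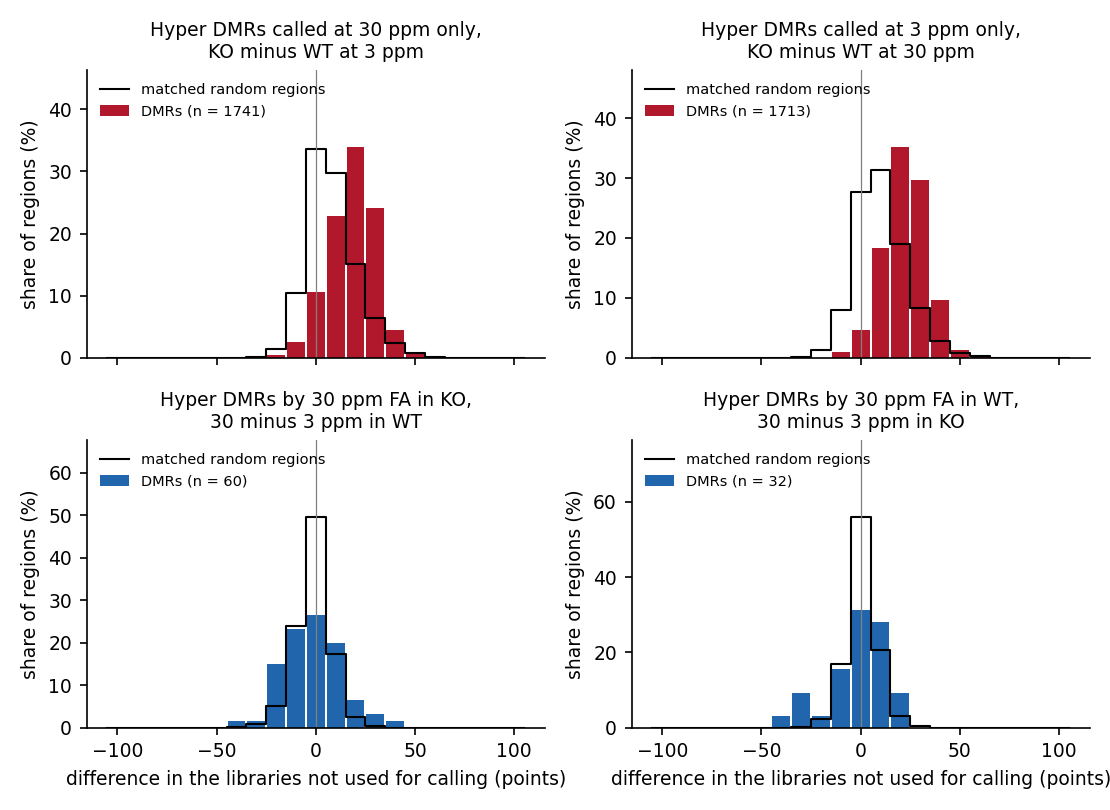
Share of regions (y axis, %) by their difference in the pair of libraries that was not used to call them (x axis, percentage points), for hyper DMRs called in one diet only (red, KO minus WT in the other diet) and for hyper DMRs by 30 ppm FA (blue, 30 minus 3 ppm in the other genotype). Black lines are matched random windows. The red bars lie above the random windows, with medians of 19.1 and 22.8 points, whereas the blue bars, with medians of -2.80 and 2.45 points, lie on both sides of 0.

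Hyper DMRs were placed in CpG islands and shores more often than tiles in general. Islands and shores held 28.5% of the hyper DMRs at 30 ppm and 32.6% of those at 3 ppm, against 4.00% of all tested tiles. Hyper DMRs shared by the diets had 34.9% at 30 ppm and 35.0% at 3 ppm, whereas those called in one diet only had 23.3% at 30 ppm and 30.7% at 3 ppm. With stricter islands, the alternative that moved these shares most, the last pair was 12.4% and 16.8%, against 2.39% of all tested tiles. The tiles were not matched to the DMRs on CpG number or length. Hyper tiles of KO versus WT had 23.5% at 30 ppm and 28.5% at 3 ppm, and 23.9% and 31.1% after thinning to equal depth.

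Among shared DMRs with at least 5 CpGs and a mean coverage of at least 10 in each library, the one with the largest mean KO minus WT difference lay in the promoter of Rims2 (chromosome 15, 39660076 to 39660466, 8 CpGs), where the level was 75.5% in KO and 14.4% in WT at 30 ppm, and 68.5% and 10.99% at 3 ppm. The second was a CpG island in an intron of Adam2 (chromosome 14, 66044705 to 66045142, 16 CpGs), with 84.8% and 21.7% at 30 ppm, and 82.7% and 31.7% at 3 ppm. The third lay in an intron of Tet1 (chromosome 10, 62881227 to 62881965, 9 CpGs), with 91.2% and 29.5% at 30 ppm, and 85.1% and 34.0% at 3 ppm. The fourth lay in the promoter of Btbd3 (chromosome 2, 138278452 to 138278720, 12 CpGs), with 76.6% and 21.9% at 30 ppm, and 70.6% and 14.4% at 3 ppm. The fifth lay in the promoter of Ostm1 (chromosome 10, 42678155 to 42678579, 6 CpGs), with 84.2% and 36.0% at 30 ppm, and 87.0% and 24.6% at 3 ppm. Of its 6 CpGs, 2 were SNP-like, and without them the difference was 30.5 points at 30 ppm and 39.8 points at 3 ppm. None of the other 4 held a SNP-like CpG. Reads per library in these DMRs ranged from 69 to 283. The Tet1 gene also held a second stretch of hyper DMRs in both diets (chromosome 10, 62883850 to 62886058, intron), with 88.6% in KO and 40.5% in WT at 30 ppm, and a hypo DMR at 30 ppm (62863978 to 62864246, intron) with 48.7% in KO and 86.9% in WT. At 3 ppm, where it was not called, this region had 49.2% in KO and 81.5% in WT. Since the KO allele carries a cassette inserted in Tet1, differences within this gene cannot be ascribed to loss of the enzyme alone.

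The named diet DMRs were picked for a large difference in one genotype, so a smaller one in the other follows from the choice alone. In KO, excess FA went with a gain from 27.5% to 70% in an intron of AU040320 (chromosome 4, 126762580 to 126762798, 91 and 50 reads), where WT changed by -6.62 points. It also went with a gain from 9.49% to 50.0% in an intergenic region (chromosome 12, 97477003 to 97477194, nearest gene Galc, 158 and 88 reads), where WT gained 16.8 points. In WT, the level rose from 49.1% to 93.8% in an intergenic region (chromosome 8, 13500239 to 13500404, nearest gene Gas6, 55 and 65 reads), where KO gained 1.12 points. In WT it went from 75.4% to 32.1% in an intron of Qk (chromosome 17, 10314794 to 10315009, 142 and 109 reads), where KO gained 5.57 points.

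Promoters of folate carriers and of other solute carriers that the study follows were compared by Fisher's exact test. The promoter of the folate transporter gene Slc46a1 (chromosome 11, 78464697 to 78466697, 28 CpGs) was methylated at 49.5% (95% Wilson interval 43.6 to 55.3, 273 reads) in KO and 32.6% (27.9 to 37.6, 353 reads) in WT at 30 ppm, a difference of 16.9 points (Fisher's exact test, adjusted p 0.000723). At 3 ppm it was at 41.7% (37.2 to 46.3, 444 reads) in KO and 40.5% (36.0 to 45.2, 437 reads) in WT, a difference of 1.16 points (Fisher's exact test, adjusted p 0.789). The Wald test of the difference between the diets gave an adjusted p of 0.0160 over 7 genes. It gave 0.505 with promoters of 2.5 kb on each side, where the differences were 8.64 and 5.38 points, and 0.0476 with a minimum of 10 reads, which left 8 CpGs. From 3 to 30 ppm the level rose by 7.78 points in KO and fell by 7.93 points in WT, and neither passed Fisher's exact test (adjusted p 0.150 and 0.122).

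The promoter of Slc10a4 (chromosome 5, 73005883 to 73007883), a transporter gene of the solute carrier family, was higher in KO at both diets, with 75.9% against 62.4% at 30 ppm and 72.8% against 61.2% at 3 ppm (Fisher's exact test, adjusted p 0.00153 and 0.00215). With a minimum of 10 reads these differences of 13.4 and 11.6 points were 3.65 and 7.69 points and no longer passed. It was the only one of the 7 promoters with a DMR in the authors' deposited tables. The promoter of Slc32a1 (chromosome 2, 158609767 to 158611767) was at 6.92% in KO and 1.14% in WT at 3 ppm (Fisher's exact test, adjusted p 0.00335), and at 5.29% and 2.90% at 30 ppm (Fisher's exact test, adjusted p 0.315), with no difference between the diets by the Wald test (adjusted p 0.226). With promoters of 2.5 kb on each side, the only alternative with a value for Slc32a1, the differences were 20.2 points at 3 ppm and 11.98 points at 30 ppm, and the Wald test between them passed (adjusted p 0.0354). At Slc19a1, Folr1 and Folr2 no comparison passed Fisher's exact test, and the largest KO minus WT difference among them was 8.35 points at Slc19a1 at 3 ppm (Fisher's exact test, adjusted p 0.0665). With promoters of 2.5 kb on each side this difference passed Fisher's exact test (8.997 points, adjusted p 0.00223), as did that of Slc46a1 at 3 ppm (5.38 points, adjusted p 0.0468).

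The KO allele came from another strain than the background, so CpGs that differ in sequence between KO and WT were looked for. On the autosomes, 644 SNP-like CpGs were high in both KO and low in both WT libraries, and 1 was the other way round. The window of Tet1 held 1 of them, and the windows within 5 Mb of it 4 (0.502 per 10000 tested CpGs). A block of chromosome 10 from 40 to 46 Mb, which ends 16 Mb before the Tet1 window, held 579 (89.9%), or 118 per 10000, with 206 in its densest window from 42 to 43 Mb. The other autosomal windows held 64, or 0.0431 per 10000. With limits of 70% and 20%, the alternative that moved the counts outside the block most, the window of Tet1 held 15 and the other windows 1045. The block moved most with a minimum of 10 reads, to 386, and held 709 with limits of 70% and 20%. Between the block and Tet1, the window from 48 to 49 Mb held 8. Isolated low CpGs were taken as marks of sequence variants against the reference, without a variant list to check them. They were low in WT at 144 per 10000 and in KO at 144 per 10000 over the other autosomal windows. From 28 to 82 Mb of chromosome 10, outside the block, these rates were 1.31 in WT and 1.19 in KO, and at most 2 per window were low in all 4 libraries in this run of 54 Mb. Of the other autosomal windows, 22.5% had under 5 low in all 4, so a low window alone is common. Within the block they were 136 in WT and 0.350 in KO.

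**Figure D4:**
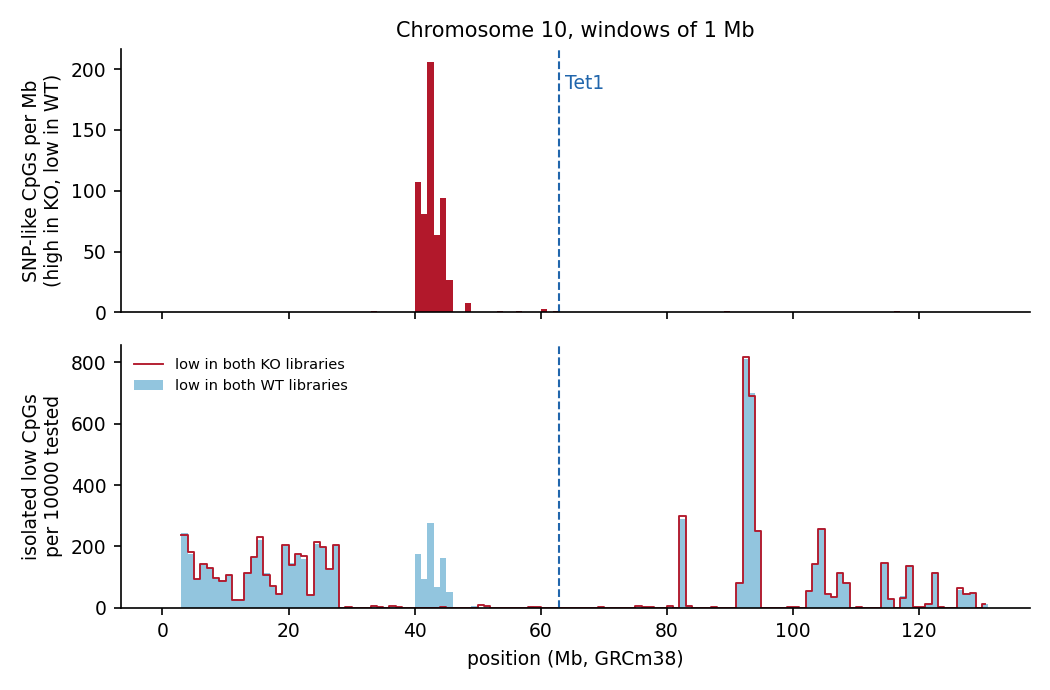
Chromosome 10 in windows of 1 Mb (x axis, Mb, GRCm38), with the SNP-like CpGs per window that were high in both KO and low in both WT libraries (top, y axis from 0) and the isolated low CpGs per 10000 tested CpGs (bottom) in both WT (blue bars) and both KO libraries (red line). The dashed line marks Tet1. The block from 40 to 46 Mb has 579 SNP-like CpGs, with 389 isolated low CpGs in WT and 1 in KO, and from 28 to 82 Mb outside it almost none are seen in either genotype.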

Values the study reported

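The study reported that the loss of Tet1 gave 10-fold more DMRs by WGBS than the change of diet did. It stated that over 99% of the DMRs between KO and WT were hypermethylated in KO. It counted 139 hyper DMRs by excess FA in KO and 79 in WT. It found 1935 regions in the overlap of the KO hyper DMRs of both diets, and 2460 and 2483 hyper DMRs outside this overlap under excess and control FA.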

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

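The tests of depth and conversion and the comparison of embryos were chosen for these results only after they had been seen, and so was the block on chromosome 10. Global CpG methylation was higher at 30 ppm than at 3 ppm by 0.672 points in KO and differed by -0.666 points in WT, opposite directions of nearly the same size. Mean coverage of the CpGs with at least 5 reads in all libraries went the same way in both, with -9.05 reads in KO and -2.28 reads in WT at 30 ppm against 3 ppm, so read depth is excluded as the only cause of opposite differences. The methylated share of mitochondrial CpG reads differed between the diets by -0.0132 points in KO and -0.00362 points in WT, so incomplete conversion is excluded as well. With 1 library per genotype and diet, a difference between single embryos or their litters cannot be told apart from an effect of the diet. The same holds for the 1272 tiles in which KO minus WT differed between the diets by the Wald test, which fell to 570 after thinning.

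The promoter of Slc46a1 had a KO minus WT difference at 30 ppm that was larger than that at 3 ppm (Wald test, adjusted p 0.0160). The shifts from 3 to 30 ppm behind it, neither of which passed Fisher's exact test, were not stable to the size of the promoter. With promoters of 2.5 kb on each side they went to -0.00991 points in KO and -3.26 points in WT. With a minimum of 10 reads they kept their direction, at 7.16 points in KO and -13.9 points in WT, and again neither passed. With 1 library per genotype and diet, a difference between embryos cannot be told apart here from an effect of genotype and diet together. The study's targeted bisulfite sequencing of whole embryos reported higher methylation in KO than WT at the CpG island shore of Slc46a1 under excess FA. It reported no discernible KO and WT difference under control FA. The WGBS result was not stable to the size of the promoter.

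In the block on chromosome 10, 182 per 10000 listed CpGs had reads in both KO libraries and none in both WT libraries. A sequence difference between the KO and WT libraries predicts this, since some variants that remove a CpG from the WT sequence leave it without CpG reads, while others, such as C to T, are read as an unmethylated CpG. The other autosomal windows had 36.0 per 10000.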

How the results depend on the processing

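The z value centred on its median and the equal reads at each CpG were chosen only after the result had been seen. A count was taken as the same within 1.5 times, a level or share within the 95% interval of its main value, and a promoter where the call by Fisher's exact test stayed. By these rules a small change of a global level, whose interval is narrow, counts as moved, and a large one at a promoter or in a few DMRs can count as the same. Of 229 alternatives to 73 results, 134 left the result the same, 88 moved it, 2 made it weaker, 3 made it stronger and 2 reversed it. The cause of a change was not tested except where a sentence gives one. No paired analysis was possible because there was 1 library per group and the labels share only the replicate number 1.

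With a minimum of 10 reads per CpG in each library, the global KO minus WT difference was 1.62 points at 30 ppm and 0.143 at 3 ppm, and the 30 minus 3 ppm difference was 0.720 in KO and -0.759 in WT. KO versus WT gave 10001 hyper and 441 hypo tiles at 30 ppm, and 8246 and 1101 at 3 ppm. Diet gave 428 hyper and 241 hypo tiles in KO, and 50 and 438 in WT, and the Wald test called 685 tiles. Fewer tiles could be tested, by construction. In the other pair of libraries, the median was 31.4 points for all hyper DMRs at 3 ppm and 17.4 for those at 30 ppm only. The DMRs hypo by 30 ppm in KO reversed, to 0.285 points in WT. The KO minus WT differences at the promoter of Slc10a4 were weaker, 3.65 points at 30 ppm and 7.69 at 3 ppm. SNP-like CpGs numbered 0 in the window of Tet1 and 18 in the other windows.

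With no coverage minimum, the global differences were 2.09 and 0.800 points for KO minus WT at 30 and 3 ppm, and 0.655 in KO and -0.637 in WT for diet. Diet gave 285 hyper tiles in WT, and all hyper DMRs at 3 ppm had a median of 29.8 points at 30 ppm. With X and Y included, the global KO minus WT difference was 2.00 points at 30 ppm and 0.647 at 3 ppm. Weighted by reads, it was 1.78 and 0.409 points, and the diet difference in KO was 0.705.

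After thinning to equal depth, the global KO minus WT difference was 1.98 points at 30 ppm and 0.621 at 3 ppm, and the diet difference in WT was -0.679. KO versus WT at 3 ppm gave 9677 hyper and 781 hypo tiles. Diet gave 346 hyper and 127 hypo tiles in KO, and 77 and 338 in WT. The Wald test called 570 tiles. Fewer reads lower the power of each test, by construction. The hypo DMRs at 30 ppm reversed, to a median of 4.82 points at 3 ppm.

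With differences of at least 20 points, KO versus WT gave 10977 hyper and 245 hypo tiles at 30 ppm, and 9067 and 349 at 3 ppm, and diet gave 326 and 145 in KO, and 72 and 299 in WT. Fewer tile calls follow from the higher limit. Among the deposited DMRs, 13 of 13 scored hypo DMRs at 30 ppm and 9 of 10 at 3 ppm reached it, with 57 of 62 hyper and 24 of 25 hypo for diet in KO, and 31 of 32 and 27 of 29 in WT. Here the fall from the full lists comes mostly from DMRs with too few reads to be scored. The overlap of hyper DMRs was 47.8% and 49.2%.

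With the z value divided by its robust SD in place of the Fisher test, KO versus WT gave 7480 hyper and 60 hypo tiles at 30 ppm, and 8403 and 128 at 3 ppm, and diet gave 146 and 80 in KO, and 31 and 172 in WT. The division by an SD above 1 lowers every count. With the z value centred on its median, 5096 hyper tiles were left at 30 ppm and 8627 at 3 ppm. With equal reads at each CpG, 10410 hyper tiles were left at 30 ppm and 6202 at 3 ppm, since reads above the lowest count were dropped.

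With at least 5 CpGs, the deposited DMRs numbered 2876 hyper and 11 hypo for KO versus WT at 30 ppm, 2874 and 9 at 3 ppm, 48 and 15 for diet in KO, and 27 and 26 in WT. With 50% of each region for overlap, the overlap was 29.9% in both directions, and the DMRs of one diet only had medians of 22.3 points for 30 ppm and 24.7 for 3 ppm in the other diet. This rule by construction counts partly overlapping DMRs as called in one diet only. Within 1 kb, the overlap was 47.5% and 48.0%.

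With stricter islands, islands and shores held 14.4% of all hyper DMRs at 30 ppm and 16.9% of those at 3 ppm. They held 16.9% and 17.1% of the shared ones, and 12.4% and 16.8% of those called in one diet only. Fewer islands are left, and the share of all tested tiles was 2.39% as well. With promoters of 2.5 kb on each side, the KO minus WT difference was stronger and now passed Fisher's exact test in Slc46a1 at 3 ppm (5.38 points), Slc19a1 at 3 ppm (8.997 points) and Slc32a1 at 30 ppm (11.98 points). Without a change of call, Slc32a1 at 3 ppm went from 5.78 to 20.2 points at this width, and Slc46a1 at 30 ppm from 16.9 to 29.2 points with a minimum of 10 reads. With limits of 70% and 20%, SNP-like CpGs numbered 15 in the window of Tet1 and 1045 in the other windows, as looser limits must give more. Tiles of 500 bp, DMR midpoints, the mean over CpGs and other settings of limma moved no result.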

Other observations

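The tests of conversion, of a shift of a whole library, of depth and embryos behind the opposite diet differences, of equal reads at each CpG, of sequence or methylation in the block on chromosome 10, of a segment from the block to Tet1 and of the strains around Tet1 were chosen only after the result had been seen. The hyper DMRs called in one diet only were not confined to that diet. Their median KO minus WT difference in the other diet was 19.1 points for those called at 30 ppm and 22.8 points for those called at 3 ppm, which fits a difference common to both pairs that a limit on calling splits into 2 lists. A difference of degree between the diets may remain in some of them. Whether the common difference comes from loss of Tet1 or from the neural tube defect of both KO embryos was not tested here, since both WT embryos were normal. The study's reduced representation bisulfite sequencing (RRBS) included KO embryos of normal phenotype. It reported KO hyper DMRs irrespective of phenotype.

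Hyper DMRs by diet did not carry over to the other genotype. Medians there were -2.80 points for those called in KO and 2.45 points for those called in WT, within 95% of the matched random sets in all settings, which fits differences between single embryos. A diet effect that exists in one genotype only could give the same values and stays open. The study's RRBS, with several embryos per group, reported most of its diet DMRs in WT, mainly hyper under excess FA. Tile calls for diet in WT went the other way here, with 18.9% hyper. The deposited WGBS DMRs for diet in WT were 54.9% hyper. For DMRs hypo in KO, at -5.15 points, variation between embryos and a shared effect of diet cannot be told apart, since the value vanished in some settings and lay beyond nearly all random sets in another. DMRs hypo in WT were at 3.28 points in KO, against a shared effect of diet, and at 6.86 points after thinning, above all random sets. Variation between embryos and a diet effect of opposite direction in KO and WT cannot be told apart there.

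Hyper tiles lay more often in islands and shores at 3 ppm than at 30 ppm. The gap between the diets was 7.24 points after thinning and 7.25 points with equal reads at each CpG, so depth is excluded. With all reads and the z value divided by its robust SD the gap was 3.73 points. It was 2.92 points with that value also centred on its median. An even shift of z over all tiles is therefore excluded as its only cause. Centring does not remove a shift that differs between CpG classes. For the number of hyper tiles, the ratio of 3 to 30 ppm was 0.968 with all reads, 0.524 after thinning and 0.596 with equal reads at each CpG, so depth hid a difference between the diets and is excluded as the source of one. After thinning, the ratio was 0.609 with the z value divided by its robust SD and 0.932 with that value also centred on its median. The step from 0.609 to 0.932 fits a shift of whole libraries at 30 ppm that lifts many tiles over the limit. The methylated share of mitochondrial CpG reads differed between KO and WT by -0.0202 points at 30 ppm and -0.0107 points at 3 ppm, which excludes incomplete conversion as the source of higher methylation in KO. The differences by diet of -0.0132 points in KO and -0.00362 points in WT exclude it there too.

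Most SNP-like CpGs lay in a block of chromosome 10 away from Tet1. A sequence difference fits the block, since 182 per 10000 listed CpGs there were missing in WT only, against 36.0 in the other autosomal windows, and 95.3% of the CpGs within 100 bp of a SNP-like CpG differed by under 20 points between KO and WT. The median difference of 1.04 points at these neighbours excludes a gain of methylation shared with nearby CpGs as the cause of the SNP-like CpGs, not other gains in the block. The isolated low CpGs suggest that KO carries there the sequence of the reference, a B6 strain, and WT another one. Of 96 CpGs within 100 bp of the 65 SNP-like CpGs outside the block, 12.5% differed by under 20 points, with a median of 55.5 points. For these as a set a gain of methylation shared with nearby CpGs is not excluded, so they are weak marks of sequence. Within 5 Mb of Tet1, 0.502 per 10000 CpGs were SNP-like, from 4 CpGs, against 0.0431 in the other windows. In the same windows around Tet1, 39.0 per 10000 were missing in WT, near the 36.0 elsewhere. Isolated low CpGs in WT came to 0.849 per 10000 there. This fits strains with little difference in sequence around Tet1, so a B6 segment around Tet1 and its absence cannot be told apart. Isolated low CpGs in KO came to 1.05 per 10000 between the block and Tet1, where 1 window held 8 SNP-like CpGs, so whether one B6 segment runs from the block to Tet1 cannot be told either. Genes in this block may differ between KO and WT by linkage and not by loss of Tet1. Without SNP-like CpGs, 2.37% of the tiles in the block were hyper at 30 ppm and 2.56% at 3 ppm, and linked sequence and loss of Tet1 cannot be told apart as the cause of what is above the rest of the genome.

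The DMRs for KO versus WT were 20.8 times as many at 30 ppm as those for diet in KO, and 31.2 times as many at 3 ppm as those for diet in WT, in the authors' deposited tables. These ratios are higher than the one the study gives.

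Hypermethylation in KO has a candidate explanation in the loss of oxidation of 5-methylcytosine by Tet1, with median differences of 19.1 and 22.8 points over hyper DMRs that were called in the other diet only, most of them at distal CpGs. Bisulfite reads do not separate 5-methylcytosine from 5-hydroxymethylcytosine, so a shift between these forms would not be seen here. The study's RRBS used oxidative bisulfite to read 5-methylcytosine alone. WGBS of more embryos per group would help to separate diet, embryo, phenotype and linkage. They would come from several litters and include WT littermates and KO embryos of normal phenotype. Both alleles of the block on chromosome 10 would be genotyped.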
